A study of Mus musculus with 45 samples. Its data were reported in "Potential compensatory mechanisms preserving cardiac function in myotubular myopathy" (2024).

How the data were processed

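RNA from the tibialis anterior of male 129Pas mice of 4 genotypes (WT, Mtm1-/y, Mtm1-/yDnm2+/- and Dnm2+/-) was sequenced at E18.5, 2 weeks and 7 weeks in 45 libraries, 11 groups in all, from TRI Reagent extracts with the TruSeq Stranded mRNA kit. The deposited table holds raw counts of reads per Ensembl gene made by the authors with HTSeq 0.6.1p1, with no normalization. The labels also name cutadapt 1.10, Bowtie2 2.2.8 and STAR 2.5.3a and the mm10 and GRCm38 builds, without their roles, and do not state the strand setting of the counting, so antisense transcripts and genes with near-identical copies are reported as uncertain. The table has 37768 genes, of which 510 had no count in any library, and all identifiers were found in GENCODE M21, which gave symbols and GRCm38 coordinates. Every column matched a sample label and no library was left out. Total counts per library were 24886871 to 53859693 at E18.5, 26365308 to 47567513 at 2 weeks and 23975597 to 57314205 at 7 weeks, and the 10 most abundant genes took 8.47% to 27.7% of them.

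The tests, thresholds, gene lists and most alternatives were chosen before the data were examined, and later choices are named as such. Each age was fitted on its own with edgeR 4.0.16 in R 4.3.3: genes were kept by filterByExpr (minimum count 10, minimum total count 15), scaled by TMM factors and tested with the quasi-likelihood F test in a model of group means, with Benjamini-Hochberg adjustment over all genes tested. There were 19147 genes tested at E18.5, 16228 at 2 weeks and 16069 at 7 weeks. Comparisons between ages, and tests of whether a difference between genotypes changed with age, used one fit of all libraries with 19790 genes, and the labels give no batch, so age and sequencing batch cannot be separated there. A gene was called at an adjusted p below 0.05 and an absolute log2 fold change above 1, the thresholds of the study. There were 18 comparisons. For named genes, SE is that of the log2 fold change from the fit, and CPM values were scaled with TMM factors.

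Gene lists were tested with camera (limma 3.58.1) at a preset correlation of 0.01 and again with a correlation estimated from the data, adjusted over the 42 lists, 29 of pathways and 13 of cell type markers, that had at least 3 tested genes. List members were counted where they passed over all genes and where they passed adjusted over the list alone, and genes sharing a symbol were counted separately, as in glycolysis with 23 tested genes. The signature index of a library is the mean over the genes called in Mtm1-/y against WT at its age (at least 20) of its log2 CPM (prior count 2) minus the WT mean, signed by direction and divided by the same mean for Mtm1-/y. For WT and Mtm1-/y libraries the genes and both means were recomputed with that library left out. Indices and GC slopes were compared by two-sided exact permutation tests. Overlaps between comparisons that share libraries were set against 20 simulated sets with the shared group and no effect, and against fits with the shared group split between them.

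The genes named are Mtm1, Dnm2, Arrdc2, Myh3, Mstn, Fst, Sod2, Itgb1, Bin1, Cilp and Tiam2, then per comparison up to 8 higher and 8 lower called genes of largest fold change with non-overlapping groups, a mean of at least 5 CPM in the higher group and no predicted name, and up to 4 members with an adjusted p below 0.05 of each list called. Levels of genes so named in one comparison are also given in others.

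The alternatives were DESeq2 1.42.0 with its size factors, RLE factors in edgeR, no count filter, a filter of 10 counts in every library of a group, a fit of the compared groups alone, a fit of all ages, each library left out in turn, and the replicate number as a block. For the index they were the adjusted p alone, medians over genes and no cell type markers. Chosen after seeing the data were the removal of each library's trend over GC content and transcript length by offsets (a spline with 5 degrees of freedom over genes above a log2 CPM of 2), the fits without the 2 libraries per age of most extreme GC slope, and the adipocyte and skin marker scores as covariates at E18.5. Nothing in the labels pairs libraries. The replicate numbers are those of the sample titles, which differ from those of the descriptions for 5 libraries at E18.5 and 2 at 2 weeks and for none at 7 weeks. In 1 of 12 pairs of groups with 3 or more shared numbers, WT and Mtm1-/yDnm2+/- at 7 weeks, every pair of the same number had a residual correlation over 0.1 (0.144 to 0.702), so that comparison is also given as paired, with the replicate block, and with the block and the GC correction in one fit, which was chosen after seeing the data. So were the block by the numbers of the descriptions and a sign-flip test of the index over pairs. The effects of the alternatives are given in the closing section.

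The steps were tested on simulated data with the group sizes, total counts and trended dispersions of the real libraries and 200 changed genes, without other structure among the libraries. For Mtm1-/y against WT, genes changed 2.5-fold were recovered at 82% at 2 weeks and 81% at 7 weeks and genes changed 4-fold at 99% and 98%, with 2 and 6 false calls. For Mtm1-/yDnm2+/- against Mtm1-/y they were 85% and 99% at 2 weeks and 61% and 99% at 7 weeks, with 4 and 9 false calls. For Dnm2+/- against WT they were 68% and 97% at E18.5 and 56% and 93% at 7 weeks, with 4 and 8 false calls. With the real GC trends added, Mtm1-/yDnm2+/- against WT at E18.5 gave 968 false calls uncorrected and 4 corrected, with 183 of the 200 changed genes recovered. A simulated index of 0.4 was measured as 0.4 ± 0.0171 (SD, n = 4). Plots were drawn with matplotlib 3.10.9 in Python 3.11.15.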

Results

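The series measured poly(A) RNA from the tibialis anterior (TA), a leg muscle, of male 129Pas mice in 45 libraries at 3 ages: the embryonic stage E18.5, 2 weeks and 7 weeks. Mtm1-/y mice lack Mtm1, the X-linked gene for the phosphoinositide phosphatase myotubularin, and model X-linked myotubular myopathy. Dnm2+/- mice carry one copy of Dnm2, the gene for the membrane-fission GTPase dynamin 2, and the series asks what lowering Dnm2 does to the disease. At E18.5 there were 4 wild-type (WT), 4 Mtm1-/y, 5 Mtm1-/yDnm2+/- and 2 Dnm2+/- libraries, at 2 weeks 4 WT, 5 Mtm1-/y and 4 Mtm1-/yDnm2+/-, and at 7 weeks 5 WT, 5 Mtm1-/y, 4 Mtm1-/yDnm2+/- and 3 Dnm2+/-. The study itself re-used the WT and Mtm1-/y libraries of 2 and 7 weeks. Total counts per library were 24886871 to 53859693 at E18.5, 26365308 to 47567513 at 2 weeks and 23975597 to 57314205 at 7 weeks. A gene is said to have risen or fallen where the adjusted p of edgeR's quasi-likelihood test (Benjamini-Hochberg over all genes tested) was below 0.05, and is counted as called where its log2 fold change was also beyond 1. Values after ± are SE for log2 fold changes and SD for CPM (counts per library total scaled by TMM factors), and n is as given here.

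Mtm1 (ENSMUSG00000031337, GRCm38 chromosome X 71210767 to 71315691) averaged 17.3 ± 1.93 CPM in WT muscle at 2 weeks and 21.2 ± 6.27 at 7 weeks. In Mtm1-/y muscle it stood at 3.91 ± 2.23 and 4.94 ± 1.12 CPM, with no overlap between the groups at either age (log2 −2.13 ± 0.33, adjusted p = 0.00165, and −2.10 ± 0.34, adjusted p = 0.000439). At E18.5 it was 20.7 ± 10.7 CPM in WT and 6.78 ± 2.61 in Mtm1-/y, log2 −1.61 ± 0.32, which did not pass in edgeR and did in DESeq2 (adjusted p = 0.0109). Mtm1-/y replicate 2 had 10.6 CPM there and WT replicate 2 had 10.4. In Mtm1-/yDnm2+/- muscle Mtm1 was lower than in WT by a log2 of −2.63 ± 0.37 at 7 weeks (adjusted p = 0.00111). The same difference was −1.80 ± 0.35 at 2 weeks (adjusted p = 0.0312), a call that ended without any single one of its 8 libraries (adjusted p 0.0619 to 0.118). Dnm2 (ENSMUSG00000033335, chromosome 9 21424908 to 21507759) did not pass in any comparison of genotypes. In Mtm1-/y against WT its log2 differences were −0.01 ± 0.23 at E18.5, −0.06 ± 0.14 at 2 weeks and 0.08 ± 0.24 at 7 weeks (adjusted p = 0.985, 0.832 and 0.903). In Mtm1-/yDnm2+/- muscle at E18.5 it differed from WT by −0.19 ± 0.22 (adjusted p = 0.506). At 2 weeks Mtm1-/yDnm2+/- muscle had 53.8 ± 4.79 CPM of Dnm2 against 79.8 ± 5.81 in WT, with no overlap, at log2 −0.57 ± 0.15 (adjusted p = 0.152, and 0.0269 in DESeq2). At 7 weeks Dnm2 averaged 36.3 ± 5.59 CPM in Mtm1-/yDnm2+/- and 33.4 ± 7.58 in Dnm2+/- muscle against 47.3 ± 15.8 in WT, log2 −0.38 ± 0.26 and −0.50 ± 0.28 (adjusted p = 0.641 and 0.7). With each library's trend over GC content and transcript length removed (the GC correction), the 3 differences of Mtm1-/yDnm2+/- from WT were −0.91, −0.55 and −0.64 at E18.5, 2 and 7 weeks and passed in edgeR (adjusted p = 0.00446, 0.00973 and 0.0456).

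**Figure D1:**
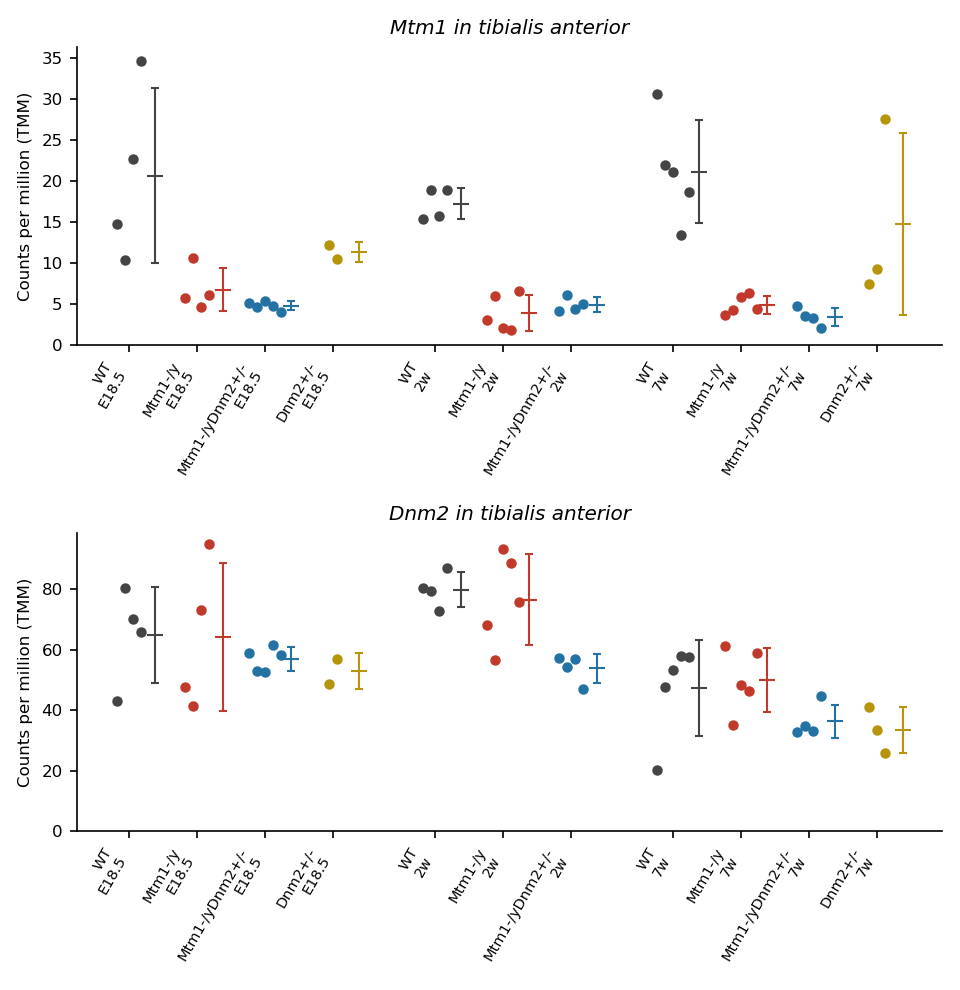
CPM of Mtm1 and Dnm2 in each library (points) with group means and SD, by age and genotype. Mtm1 is lowest in the groups that lack it (3.91 ± 2.23 CPM in Mtm1-/y at 2 weeks), and Dnm2 at 2 weeks is 53.8 ± 4.79 in Mtm1-/yDnm2+/- muscle against 79.8 ± 5.81 in WT.

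At 2 weeks genes of denervated and immature muscle were higher without Mtm1, and many genes of energy metabolism were lower. Sarcolipin (Sln), an inhibitor of the sarcoplasmic calcium pump, rose from 9.49 ± 5.88 CPM in WT to 128 ± 36.9 in Mtm1-/y muscle (log2 3.75 ± 0.44). Mss51, which is linked to mitochondrial respiration in muscle, rose by 4.32 ± 0.21, the small GTPase gene Rrad by 4.14 ± 0.38, the keratin gene Krt18 by 5.32 ± 0.72 and Gdf5, a BMP ligand that counters atrophy after denervation, by 3.83 ± 0.40. Cilp, a matrix protein gene, rose by 2.85 ± 0.32, Tiam2, an activator of Rac, by 2.54 ± 0.41, embryonic myosin Myh3 by 1.91 ± 0.42 and the myostatin antagonist Fst by 1.03 ± 0.22. Timp4, an inhibitor of metalloproteinases, fell with a log2 of −2.34 ± 0.45, the potassium channel subunit Kcng4 with −2.34 ± 0.25 and the aldehyde dehydrogenase gene Aldh1a7 with −3.08 ± 0.30. Of 21 measured genes of denervation and the neuromuscular junction, 13 rose and 1 fell, with a median log2 of 0.80. Among them were the acetylcholine receptor subunit Chrna1 (1.90 ± 0.16), the transcription factor Runx1 (2.93 ± 0.27) and the stress gene Gadd45a (2.06 ± 0.30), while Dach2, a repressor of myogenin, fell. Of 16 contractile genes of the embryo and newborn, 9 rose and none fell (median 1.45), with perinatal myosin Myh8 at 3.42 ± 0.67 and the embryonic light chain Myl4 at 2.59 ± 0.43. In the extracellular matrix list 20 of 57 genes rose and 2 fell, with Postn up by 1.70 ± 0.27 and the collagen cross-linker Lox by 1.55 ± 0.33, and 12 of 24 macrophage markers rose and none fell, with Fcgr1 up by 1.75 ± 0.28, though the macrophage list did not hold with an estimated correlation. In energy metabolism 16 of 23 measured genes of glycolysis fell, as did 13 of 30 of fatty acid oxidation, 12 of 21 of the citric acid cycle and 6 of 7 on the mitochondrial genome, and no member of these 4 lists rose, though none of the 4 held with an estimated correlation. Hexokinase 2 (Hk2) fell by 1.61 ± 0.29 on the log2 scale, Pfkfb1 by 1.91 ± 0.27, the pyruvate carrier gene Mpc1 by 1.51 ± 0.27 and Acadm, of fatty acid oxidation, by 0.96 ± 0.18. Endothelial markers fell in 8 of 16 and rose in none, with Flt1 at −0.77 ± 0.16. Fast sarcomere genes fell in 3 of 17, with Mybpc2 at −1.54 ± 0.21, though that list did not pass with an estimated correlation.

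Myostatin (Mstn), which restrains muscle growth, fell at 2 weeks with a log2 of −1.03 ± 0.21 (adjusted p = 0.00664, and 0.0532 in a fit of all ages together). The arrestin-domain gene Arrdc2 fell with −2.19 ± 0.66 (adjusted p = 0.0427) in groups that overlapped. That call held only without WT replicate 2 or Mtm1-/y replicate 1 (log2 −3.04 without the latter) and ended without each of the other libraries (adjusted p 0.0543 to 0.139). The superoxide dismutase gene Sod2 fell with −0.63 ± 0.17 (adjusted p = 0.0271), and did not pass without WT replicate 3 or 4 (adjusted p = 0.0658 and 0.109) or with the GC correction (0.345). Bin1 and Itgb1 did not pass (adjusted p = 0.18 and 0.449). In all, 911 of 16228 genes were called, 547 higher and 364 lower, and 543 without WT replicate 4 or 585 in a fit of the compared groups alone. The groups did not overlap for Sln, Mss51, Rrad, Krt18, Cilp, Chrna1 and Runx1, with adjusted p of 0.000249, 1.03e-07, 5.17e-05, 0.000784, 0.000209, 2.74e-05 and 5.17e-05. Adjusted over the list alone, 15 denervation genes rose and 2 fell, 10 contractile genes rose and 1 fell, 28 matrix genes rose and 4 fell, 18 macrophage markers rose and 22 glycolysis genes, 21 of fatty acid oxidation, 16 of the citric acid cycle and 11 endothelial markers fell. By camera with a preset correlation of 0.01, 17 of the 42 lists passed, among them denervation (adjusted p = 3.99e-14) and glycolysis (2.5e-15). With an estimated correlation the calls that held were denervation (adjusted p = 0.00473 with an estimated correlation) and the contractile, matrix and endothelial lists (adjusted p = 0.0338 with an estimated correlation for each), while glycolysis, macrophage and mitochondrial genome genes had 0.109 and fatty acid oxidation and the citric acid cycle 0.17.

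By 7 weeks the changes from WT were larger in several of the same genes. Among the lists counted for this age only denervation held with an estimated correlation, so the other counts describe single genes. Sln stood at 588 ± 371 CPM in Mtm1-/y muscle against 2.201 ± 0.447 in WT (log2 8.06 ± 0.57), Rrad at 85.7 ± 53.2 against 0.969 ± 0.226 (6.46 ± 0.58) and Cilp at 503 ± 275 against 17.2 ± 5.74 (4.87 ± 0.45). The transcription factor gene Sox11 rose by 6.12 ± 0.50, the metallothioneins Mt3 and Mt2, which bind zinc and copper, by 5.56 ± 0.52 and 5.17 ± 0.63, and the muscle regulator Myog by 3.86 ± 0.50. Fst rose by 2.82 ± 0.27, Tiam2 by 3.42 ± 0.28 and Myh3 by 1.92 ± 0.27, while Mstn fell with −1.88 ± 0.46, from 50.6 ± 18.7 to 13.8 ± 4.98 CPM, and Sod2 with −0.99 ± 0.16. The metalloproteinase gene Adamts8 fell with −3.90 ± 0.67, the immunoglobulin gene Ighm with −3.38 ± 0.40, the slow light chain Myl3 with −3.35 ± 0.73 and Amd1, of polyamine synthesis, with −3.16 ± 0.36. Denervation genes rose in 15 of 22 and fell in 2, with Runx1 up by 4.31 ± 0.36 and the cell adhesion gene Ncam1 by 3.05 ± 0.19, and with Fgfbp1 down (−3.46 ± 0.40). Developmental contractile genes rose in 10 of 16 and fell in none, with slow troponin Tnni1 up by 2.63 ± 0.53. Of 16 endothelial markers 13 fell and none rose (median log2 −1.07), among them the VEGF receptors Kdr (−1.93 ± 0.36) and Flt1 (−1.37 ± 0.23), and of 12 markers of smooth muscle and pericytes 4 fell, with Rgs5 at −1.36 ± 0.19, and 1 rose. In the citric acid cycle 14 of 21 genes fell, with Sdha at −0.68 ± 0.14, and in fatty acid oxidation 11 of 30, with Acadm at −0.85 ± 0.12, while in glycolysis 5 of 23 fell, and none of the 3 lists had a gene that rose. Of 22 immediate early genes 7 rose and none fell, with Fos up by 3.22 ± 0.57 and Egr1 by 2.89 ± 0.52. The muscle atrophy list had 8 of 31 genes up and 1 down, and heat shock proteins 5 of 20 up, with the chaperone gene Hspb8 at 2.05 ± 0.25. Macrophage markers rose in 6 of 24, with Cd68 up by 1.61 ± 0.37, and interferon response genes fell in 8 of 30 and rose in none.

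Krt18 rose by 8.53 ± 0.77 at 7 weeks (9.15 without WT replicate 4), and Itgb1, an integrin subunit, by 0.78 ± 0.23 (adjusted p = 0.0291). Itgb1 did not pass without WT replicate 2, 3, 4 or 5 or Mtm1-/y replicate 3 or 4 (adjusted p 0.0545 to 0.0797). Arrdc2 and Bin1 did not pass at 7 weeks (log2 −0.55 and 0.56, adjusted p = 0.645 and 0.105). In all, 1322 of 16069 genes were called, 771 higher and 551 lower. The adjusted p of Sln, Cilp, Fst, Mstn, Ncam1 and Kdr were 1.91e-07, 1.98e-06, 2.82e-06, 0.0106, 1.06e-07 and 0.00149. Adjusted over the list alone, 16 denervation genes rose and 2 fell, 11 contractile genes and 9 immediate early genes rose, and 15 endothelial markers, 17 citric acid cycle genes and 19 of fatty acid oxidation fell. Camera with the preset correlation called 19 lists, of which denervation held (adjusted p = 0.00263 with an estimated correlation). The contractile and endothelial lists had 0.107 and the citric acid cycle, fatty acid oxidation and immediate early lists 0.121 with it, smooth muscle and pericyte markers 0.252, the atrophy and heat shock lists 0.359, glycolysis and macrophage markers 0.467 and the interferon list 0.59.

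**Figure D2:**
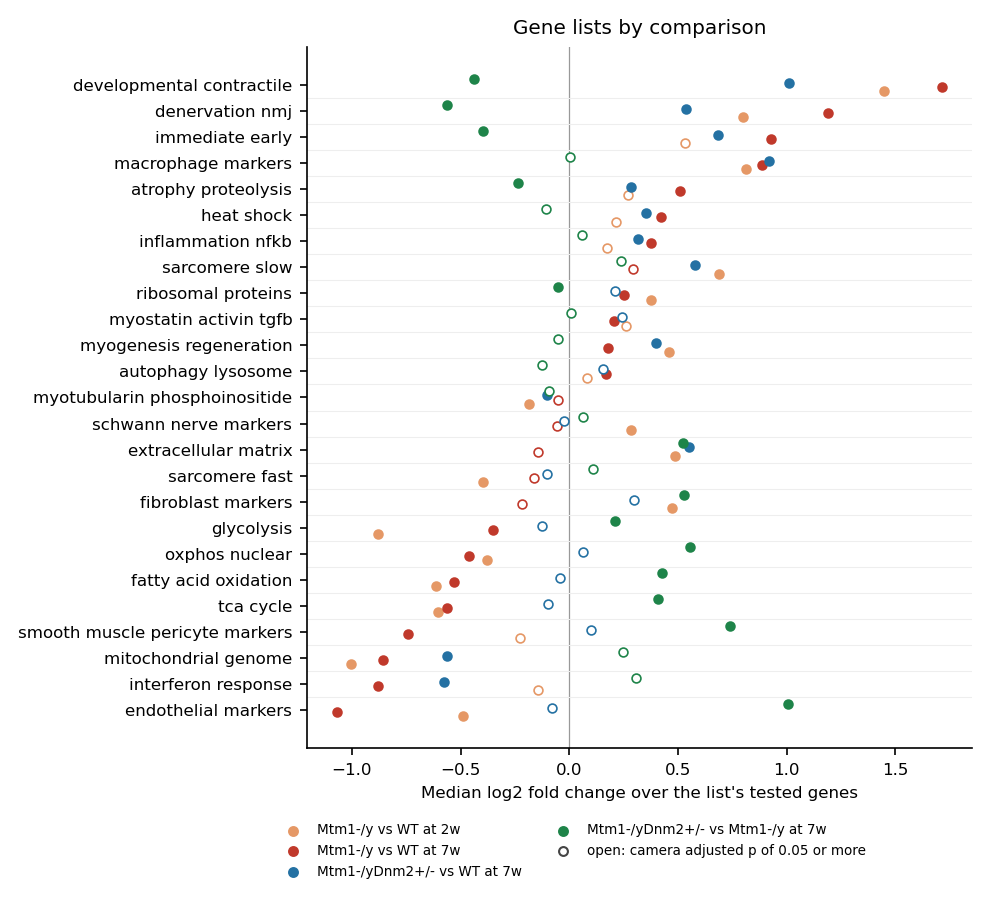
Median log2 fold change of each gene list called in Mtm1-/y against WT at 2 or 7 weeks, in 4 comparisons (filled points passed camera with the preset correlation, open points did not). Endothelial markers had a median of −1.07 in Mtm1-/y against WT at 7 weeks and 1.01 in Mtm1-/yDnm2+/- against Mtm1-/y.

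At E18.5 no gene was called between Mtm1-/y and WT by edgeR, with 1509 genes at an unadjusted p under 0.05 and 1 gene called by DESeq2, Mtm1. Genes called at 2 weeks did not pass at this age: Sln had 822 ± 71.7 CPM in Mtm1-/y and 915 ± 103 in WT, Mss51 10.1 ± 1.21 and 12.0 ± 2.60, Chrna1 101 ± 10.2 and 113 ± 30.6, Rrad 30.1 ± 8.20 and 20.1 ± 11.01, Krt18 2.08 ± 0.585 and 3.55 ± 4.15, and Gdf5 0.949 ± 0.686 and 1.20 ± 0.765. Camera called 9 lists with the preset correlation, 7 up and 2 down, with no member past the test over all genes, and none with an estimated correlation (lowest adjusted p = 0.886 with an estimated correlation). Those lists had small shifts, such as a median log2 of 0.43 for fast sarcomere genes and 0.37 for glycolysis. Across protein-coding genes the log2 differences correlated with GC content (Spearman 0.713).

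Mtm1-/yDnm2+/- muscle at E18.5 had 1443 genes called against WT, 1264 higher and 179 lower, in libraries that also differed in their dependence on GC content. Cox6a2, a muscle subunit of cytochrome c oxidase, rose from 24.9 ± 17.0 CPM to 128 ± 39.3 (log2 2.36 ± 0.49, and 2.95 without WT replicate 2), and Dpm3, of dolichol-mannose synthesis, rose by 2.58 ± 0.63 (3.27 without WT replicate 2). The hemoglobin genes Hba-a1 and Hba-a2, near-identical copies whose reads cannot be assigned with certainty to either, rose by 2.41 ± 0.47 and 2.45 ± 0.46, and did not pass in a fit of all ages (adjusted p = 0.053 and 0.0509). Markers of red blood cells, which also measure the blood in a sample, rose in 4 of 10 at a median log2 of −0.06, and their list did not pass camera (adjusted p = 0.182). Their mean log2 CPM was 3.20 to 3.83 in the 5 Mtm1-/yDnm2+/- libraries and 2.16 to 3.68 in the 4 of WT. The median log2 was 4.03 over 12 skin markers and −1.21 over 16 adipocyte markers, but skin markers stood above the WT range only in replicates 2 and 5, and WT too had libraries low in adipocyte markers, so neither median was a shift of the whole group. The interferon-induced gene Ifi44 fell with −1.55 ± 0.22, the platelet and endothelial gene Mmrn1 with −1.27 ± 0.24 and the transcription factor gene Irf4 with −1.11 ± 0.16. Of all 19147 genes 7193 passed the adjusted p alone, 3669 higher and 3524 lower. Of 17 fast sarcomere genes 13 rose and none fell, with fast myosin Myh4 up by 0.98 ± 0.20, and 13 of 16 developmental contractile genes rose, with Myl4 at 1.40 ± 0.30 and Myh3 at 0.57 ± 0.12. Glycolysis genes rose in 15 of 23 and fell in 1, with Aldoa up by 1.84 ± 0.39, immediate early genes rose in 11 of 22, with Junb at 3.18 ± 0.53, and interferon response genes fell in 11 of 30, with Ifih1 at −1.05 ± 0.21. Arrdc2 and Bin1, a membrane-curvature gene of the triad, rose by 0.68 ± 0.16 and 0.71 ± 0.17, while Itgb1 and Mstn fell with −0.40 ± 0.12 and −0.52 ± 0.18 (adjusted p = 0.0246 and 0.038). The adjusted p of Cox6a2, Ifi44, Mmrn1, Irf4, Myh4, Myl4, Myh3, Aldoa, Junb, Ifih1, Arrdc2 and Bin1 was 0.0135, and that of Dpm3 0.0136. Camera called 17 lists with the preset correlation, none with an estimated correlation (adjusted p = 0.731 with an estimated correlation for the fast sarcomere list). Genes called higher had a median GC content of 58.9% and those called lower 42.7%, against 49.9% over all genes tested. With the GC correction 272 genes were called, 136 higher and 136 lower, and Arrdc2 turned to a log2 of −0.33 (adjusted p = 0.187). Simulated data with the real GC trends added gave 968 false calls in this comparison uncorrected and 4 corrected. The single rises and falls given here without the correction are therefore uncertain. Without WT replicates 1 and 4, which had the 2 lowest GC slopes of the group, 2 WT libraries were left and no gene was called, with 4453 at an unadjusted p under 0.05. Mtm1, Cox6a2 and Junb had log2 differences of −1.78, 1.94 and 2.66 there, against −2.10, 2.36 and 3.18 with all libraries, and each had an adjusted p of 0.179. In a fit of all ages 855 genes were called, 757 higher and 98 lower, and Ifi44, Mmrn1, Arrdc2, Myh3, Itgb1 and Mstn did not pass (adjusted p = 0.108, 0.0679, 0.435, 0.198, 0.169 and 0.265). Without WT replicate 1 alone 774 genes were called, and 2554 without WT replicate 2.

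After birth, Mtm1-/yDnm2+/- muscle still differed from WT in genes that the loss of Mtm1 alone raised. At 2 weeks Mss51 stood at 104 ± 22.1 CPM against 9.88 ± 1.51 in WT (log2 3.39 ± 0.20, adjusted p = 1.9e-06), and Rrad was higher by 3.62 ± 0.38, Cilp by 2.03 ± 0.32, the metallothionein Mt3 by 2.75 ± 0.42, Runx1 by 2.31 ± 0.27, Ncam1 by 1.27 ± 0.14 and Cdkn1a, a cell cycle inhibitor, by 2.12 ± 0.24. At 7 weeks Rrad was at 49.2 ± 26.3 CPM against 0.969 ± 0.226 (5.66 ± 0.57, adjusted p = 0.000105), and Cilp was higher by 3.15 ± 0.42, Myog by 3.25 ± 0.50, Runx1 by 2.96 ± 0.35, Ncam1 by 1.64 ± 0.19 and Tiam2 by 1.63 ± 0.27, with Amd1 lower (−2.17 ± 0.37). Mss51 went the other way from 2 weeks, at 76.8 ± 41.9 CPM against 409 ± 168 in WT (−2.41 ± 0.56, adjusted p = 0.0452), a call that held only without WT replicate 3 (0.0636 to 0.151 without each of the other libraries). Sln rose by 4.35 ± 0.50 at 7 weeks (adjusted p = 0.000211, and 3.75 without Mtm1-/yDnm2+/- replicate 4). Fst rose by 1.36 ± 0.27 (adjusted p = 0.0156), a call lost without Mtm1-/yDnm2+/- replicate 2 or 4 (0.0605 and 0.0524) and in a fit of the compared groups alone (0.057). With the replicate number as a block Fst and Mss51 did not pass at 7 weeks (0.0753 and 0.0631). Denervation genes rose in 5 of 21 at 2 weeks and 7 of 22 at 7 weeks and fell in none, against 10 up at 2 weeks, and 10 up and 2 down at 7 weeks, adjusted over the list alone. That list held at both ages (adjusted p = 0.00123 and 0.0246 with an estimated correlation). Macrophage markers rose in 2 of 24 at each age, and endothelial markers, which had fallen in Mtm1-/y muscle, did not pass in any of 16 at either age (median log2 −0.22 at 2 weeks and −0.08 at 7 weeks). At 2 weeks the mean log2 CPM of the endothelial markers was still lower in every Mtm1-/yDnm2+/- library (6.67 to 6.78) than in WT (6.87 to 7.05). Of the 10 tendon markers none passed at 2 weeks, at a median of −2.07, and 7 fell when adjusted over the list alone. At 2 weeks 101 genes were called, 95 higher and 6 lower, against 227 by DESeq2, 178 higher and 49 lower, and 183 in a fit of the compared groups alone. That count was 43 without WT replicate 3, 41 without WT replicate 4, and 44 or 52 without Mtm1-/yDnm2+/- replicate 2 or 4. At 7 weeks 144 genes were called, 133 higher and 11 lower, against 312 by DESeq2 and 384 in a fit of all ages, and 93 without WT replicate 5 or 75 without Mtm1-/yDnm2+/- replicate 4. With the replicate number as a block it was 86, and 146 with the block and the GC correction in one fit. The log2 differences at 7 weeks correlated with GC content (Spearman 0.524) and transcript length (−0.324) across protein-coding genes.

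The Dnm2+/- allele in Mtm1-/y muscle was studied by comparing Mtm1-/yDnm2+/- with Mtm1-/y libraries, between which Dnm2 itself did not pass (log2 −0.17 ± 0.22, −0.51 ± 0.14 and −0.46 ± 0.26 at E18.5, 2 and 7 weeks, adjusted p = 0.646, 0.112 and 0.426). It was lower at 2 weeks in DESeq2 (adjusted p = 0.0281), without Mtm1-/y replicate 2 (0.0457) and with the GC correction (−0.61, 0.0121), and at 7 weeks with the GC correction (−0.72, 0.0114). At 7 weeks Ncam1 fell from 67.7 ± 8.07 to 25.5 ± 8.32 CPM (log2 −1.41 ± 0.19, adjusted p = 0.00437) and Chrna1 from 168 ± 36.8 to 59.0 ± 27.2 (−1.51 ± 0.24, adjusted p = 0.00669), and Tiam2 fell by 1.79 ± 0.28 on the log2 scale. Ighm rose from 3.90 ± 2.61 to 18.6 ± 8.93 CPM (2.26 ± 0.39, adjusted p = 0.0113) and the pericyte gene Higd1b rose by 1.41 ± 0.20, while Nlrc3, a regulator of inflammation, fell with −2.05 ± 0.28. The groups did not overlap for any of these 6 genes. Sln fell with −3.71 ± 0.51 (−4.31 without Mtm1-/yDnm2+/- replicate 4, called in both). Fst fell with −1.47 ± 0.27 (adjusted p = 0.0159), a call lost without Mtm1-/yDnm2+/- replicate 2 or 3 (0.0536 and 0.0682). Cilp fell with −1.72 ± 0.42 (adjusted p = 0.0472), and this held only without Mtm1-/y replicate 2, with 0.0603 to 0.144 without each of the other libraries. Myh3 fell with −1.16 ± 0.29 (adjusted p = 0.0484), which held only without Mtm1-/y replicate 3, with 0.0543 to 0.178 without each of the others. Of 22 denervation genes 5 fell and 1 rose, or 10 and 2 adjusted over the list alone, and of 16 endothelial markers 6 rose, or 15 adjusted over the list alone, at a median log2 of 1.01. Both lists held (adjusted p = 0.0472 with an estimated correlation for each). Markers of smooth muscle and pericytes rose in 3 of 12, or 10 adjusted over the list alone, and fatty acid oxidation genes in 5 of 30, or 13 (adjusted p = 0.092 and 0.108 with an estimated correlation). In all, 232 genes were called, 127 higher and 105 lower, with 461 by DESeq2, 451 with the GC correction and 638 in a fit of all ages. Without Mtm1-/y replicate 1, 3, 4 or 5 the count was 151, 80, 61 or 101, and without Mtm1-/yDnm2+/- replicate 1, 2 or 3 it was 54, 25 or 40.

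At 2 weeks 1 gene was called between Mtm1-/yDnm2+/- and Mtm1-/y muscle, the antisense transcript Plet1os, at 8.12 ± 4.52 against 0.561 ± 0.194 CPM (log2 3.84 ± 0.49, adjusted p = 0.029), and its reads cannot be assigned with certainty because the strand setting of the counting was not stated. Sln stood at 47.0 ± 16.9 CPM in Mtm1-/yDnm2+/- and 128 ± 36.9 in Mtm1-/y, Mybpc2 at 4567 ± 1075 and 2318 ± 662 and Kcng4 at 39.7 ± 8.25 and 15.1 ± 2.69, and none of the 3 passed (adjusted p = 0.107, 0.0783 and 0.0593). Adjusted over the list alone, 15 of 30 fatty acid oxidation genes and 11 of 21 citric acid cycle genes rose, and 9 of 10 tendon markers (median log2 −2.31) and 6 of 16 developmental contractile genes fell, with no member past the test over all genes. Camera called 14 lists, none with an estimated correlation (0.293 for fatty acid oxidation). There were 2809 genes at an unadjusted p under 0.05, and DESeq2 called 233, the fit with the GC correction 125, the fit of all ages 69, and the fit without a filter 16. The count was 20, 166 and 216 without Mtm1-/y replicate 1, 2 or 5, was 5 without Mtm1-/yDnm2+/- replicate 1, and was 0 without Mtm1-/y replicate 3 or 4, without Mtm1-/yDnm2+/- replicate 2, 3 or 4, and in a fit of the compared groups alone. At E18.5 edgeR called no gene, with 2960 at an unadjusted p under 0.05 and 2 called by DESeq2. Skin markers had a median log2 of 3.15 there, with high scores in Mtm1-/yDnm2+/- replicates 2 and 5 only, and adipocyte markers of −1.37.

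The position of each Mtm1-/yDnm2+/- library between WT and Mtm1-/y muscle was measured with an index over the genes called in Mtm1-/y against WT at that age, where 0 is the WT mean and 1 the Mtm1-/y mean. Each WT or Mtm1-/y library was scored against genes called without it, and the other libraries against all called genes. The groups were thus not scored alike. The exact permutation tests against WT or Mtm1-/y below enumerate all splits but assume that they were, so those p values are approximate. At 2 weeks, over 911 genes, the index was 0.555 ± 0.0861 (SD, n = 4) in Mtm1-/yDnm2+/- muscle, 0.095 ± 0.219 in WT and 0.856 ± 0.174 in Mtm1-/y. It differed from WT (two-sided exact permutation p = 0.0286, the smallest possible) and from Mtm1-/y (p = 0.0159, exact). Without Mtm1-/yDnm2+/- replicate 1, 2 or 4 the exact p against WT was 0.0571, and without replicate 1, 3 or 4 the exact p against Mtm1-/y was 0.0536. At 7 weeks, over 1322 genes, the index was 0.487 ± 0.142 (n = 4), against 0.068 ± 0.040 in WT and 0.921 ± 0.104 in Mtm1-/y, with an exact permutation p of 0.00794, the smallest possible, for both. That test ignores a possible pairing of WT and Mtm1-/yDnm2+/- libraries by number at this age. Over the 4 pairs the difference was 0.259 to 0.591, above 0 in each, and an exact sign-flip test of 4 pairs cannot give a p below 0.125, so it could not decide. Dnm2+/- muscle at 7 weeks had 0.110 ± 0.071 (n = 3, exact p = 0.304 against WT). The index of Mtm1-/yDnm2+/- muscle at 2 weeks exceeded that at 7 weeks by 0.0673 ± 0.0832 (SE), which did not pass (exact p = 0.486). No index was computed at E18.5, where no gene was called.

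**Figure D3:**
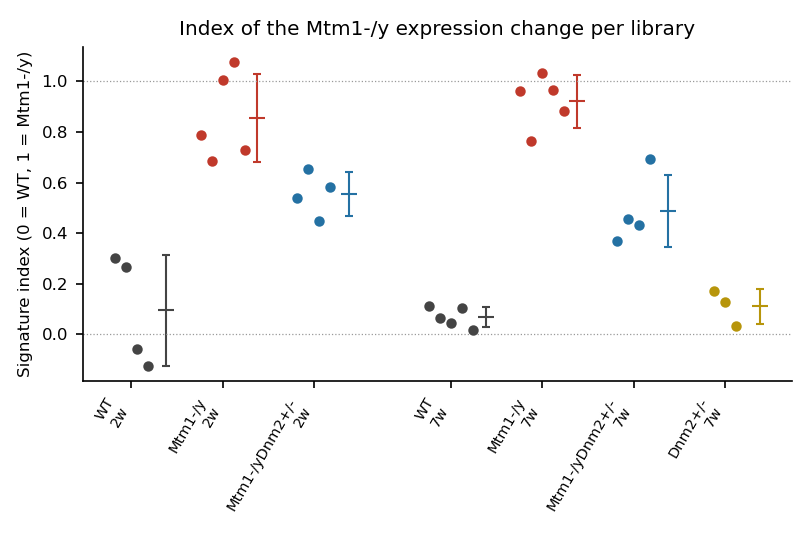
Index of each library at 2 and 7 weeks on the axis from the WT mean (0) to the Mtm1-/y mean (1), by genotype, with group means and SD. The Mtm1-/yDnm2+/- libraries average 0.555 at 2 weeks and 0.487 at 7 weeks.

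In muscle with Mtm1 intact, Dnm2+/- was compared with WT. At 7 weeks edgeR and DESeq2 each called no gene, with 771 at an unadjusted p under 0.05, and without Dnm2+/- replicate 3 edgeR called 1122 and Mtm1 was lower with a log2 of −1.34 (adjusted p = 0.0408). Replicate 3 had a GC slope of −0.620 and replicates 1 and 2 had 0.707 and 0.464, against a WT mean of −0.171. Genotype and GC trend could therefore not be told apart without replicate 3. With all libraries the log2 differences correlated with GC content (Spearman 0.530) and transcript length (−0.535) across protein-coding genes. Sln had 3.08 ± 0.364 CPM in Dnm2+/- muscle against 2.201 ± 0.447 in WT, Runx1 1.85 ± 0.232 against 1.56 ± 0.642, and Chrna1 24.7 ± 1.25 against 25.4 ± 3.31. Nuclear genes of oxidative phosphorylation had a median log2 of 0.35, and that list was 1 of 6 that camera called, none with an estimated correlation (0.926). At E18.5, with 2 Dnm2+/- libraries, edgeR called no gene, with 5353 at an unadjusted p under 0.05, DESeq2 called 3, and edgeR called 1617 without WT replicate 2. There skin markers, high in Dnm2+/- replicate 1 alone, had a median log2 of 4.46 and adipocyte markers of −2.71, and 20 lists passed camera, none with an estimated correlation. The interaction of the genotypes, which asks whether the Dnm2+/- allele acts differently with and without Mtm1, called no gene at E18.5 in edgeR or DESeq2, with 173 at an unadjusted p under 0.05. At 7 weeks it called 1 gene, the LIM-domain gene Crip3 (log2 −2.76 ± 0.39, adjusted p = 0.0245), against 44 by DESeq2, with 1217 at an unadjusted p under 0.05. That count was 0 without WT replicate 1, 2 or 5, Mtm1-/y replicate 1, 3, 4 or 5, Mtm1-/yDnm2+/- replicate 1, 2 or 3, or Dnm2+/- replicate 1 or 2, and it was 21, 54 and 8 without Mtm1-/y replicate 2, Mtm1-/yDnm2+/- replicate 4 or Dnm2+/- replicate 3. With the GC correction it was 13, in a fit of all ages 156, without a filter 2, and 0 without the libraries of extreme GC slope. Adjusted over the list alone, 9 of 16 endothelial markers had a positive interaction (median 0.93, adjusted p = 0.148 with an estimated correlation), and 6 of 22 denervation genes a negative and 2 a positive one.

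The WT libraries gave the change over normal growth. From E18.5 to 2 weeks fast myosin Myh4 rose from 123 ± 28.8 to 38260 ± 7680 CPM (log2 8.91 ± 0.31) and Ucp3, a mitochondrial carrier, by 5.34 ± 0.45, while embryonic Myh3 fell from 3149 ± 572 to 16.2 ± 4.06 CPM (−6.98 ± 0.41), Myh8 with −7.36 ± 0.58, Sln with −5.97 ± 0.49 and the fetal genes Igf2bp1 and Hmga2 with −9.10 ± 0.61 and −7.41 ± 0.70. The adjusted p were 1.7e-23 for Myh4, 7.22e-17 for Myh3 and 2.66e-15 for Igf2bp1, with no overlap between the groups. All 17 fast sarcomere genes rose, as did 20 of 23 in glycolysis and 28 of 37 of calcium handling and the triad, and those lists held (adjusted p = 0.00024, 0.0082 and 0.00336 with an estimated correlation). Oxidative phosphorylation genes rose in 73 of 79, and 28 of 32 cell cycle genes fell (both 0.345 with an estimated correlation). Adipocyte markers fell in 13 of 16 at a median of −4.96. Their mean log2 CPM at E18.5 was 2.555 and 2.79 in WT replicates 1 and 2, and 7.23 and 7.09 in replicates 3 and 4. That median therefore does not measure age alone. Bin1 rose by 0.66 ± 0.21 (adjusted p = 0.00736) and turned to −0.09 with the GC correction, and Dnm2 rose by 0.93 ± 0.23 (adjusted p = 8e-04), which ended with the GC correction (0.04, adjusted p = 0.81). The labels give no batch, so age and sequencing batch could not be told apart. There were 8607 genes called, 4098 higher and 4509 lower, and the median log2 over all genes was −0.14 with TMM factors and −0.20 with DESeq2's size factors. From 2 to 7 weeks Mss51 rose by 5.81 ± 0.47 and Amd1 by 3.91 ± 0.33, while the growth factor genes Igf2 and Dlk1 fell with −3.88 ± 0.45 and −4.67 ± 0.70 and the fusion gene Mymk with −4.44 ± 0.53. Of 32 cell cycle genes 31 fell and 1 rose (adjusted p = 0.00364 with an estimated correlation), with Cdk1 at −4.01 ± 0.42, and 32 of 57 matrix genes fell, with Col3a1 at −1.54 ± 0.39 (0.538 with an estimated correlation, so that list did not hold). This step called 2738 genes, 882 higher and 1856 lower. Across protein-coding genes the WT log2 differences correlated with GC content from E18.5 to 2 weeks (Spearman 0.385) and from 2 to 7 weeks (−0.390).

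Whether the effect of losing Mtm1 changed with age was tested as a difference of differences. Between E18.5 and 2 weeks it grew for Mss51 (4.58 ± 0.57, adjusted p = 4.37e-06), Runx1 (3.49 ± 0.44), Sln (3.91 ± 0.57), Tiam2 (2.70 ± 0.43) and Chrna1 (2.08 ± 0.27), and it fell for Hk2 (−1.75 ± 0.32), Mybpc2 (−2.07 ± 0.28) and the calcium pump gene Atp2a1 (−1.41 ± 0.26). Glycolysis genes had a lower effect in 16 of 23, or 19 adjusted over the list alone, and that list held (adjusted p = 0.00439 with an estimated correlation). The change of effect also correlated with GC content across protein-coding genes (Spearman −0.350). Called genes had a median GC content of 54.9% where the effect was lower and 48.6% where it was higher, so GC trends may have contributed. Of 22 denervation genes 6 had a higher and 1 a lower effect (0.13 with an estimated correlation). Other splits of the same libraries into groups of these sizes called up to 3002 genes. Those splits exchanged genotype labels within each age, so an Mtm1 effect equal at both ages could also raise their counts. The real count was 661, 327 higher and 334 lower. It was 370 without WT E18.5 replicate 1 or Mtm1-/y E18.5 replicate 4, 429 and 359 without WT 2-week replicate 3 or 4, and 217 without the libraries of extreme GC slope. Between 2 and 7 weeks the effect grew for Sln (4.27 ± 0.54, adjusted p = 7.01e-06), Fst (1.74 ± 0.31), Ncam1 (1.45 ± 0.20) and the myosin-binding gene Mybph (4.37 ± 0.56). It fell for Mss51 (−6.14 ± 0.56, adjusted p = 3.82e-09), which rose in WT from 9.88 ± 1.51 to 409 ± 168 CPM and went from 198 ± 34.5 to 121 ± 32.5 in Mtm1-/y muscle, and for Ighm (−3.21 ± 0.50), Myl3 (−4.43 ± 0.85) and the imprinted RNA Meg3 (−3.23 ± 0.52). There were 446 such genes, 243 higher and 203 lower, against 674 by DESeq2, 731 with the GC correction, 167 in a fit of the compared groups alone and 282 without WT 2-week replicate 4.

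The effect of Dnm2+/- in Mtm1-/y muscle was compared between 2 and 7 weeks in the same way. Among the largest differences were genes of cartilage and tendon, Col2a1 (5.61 ± 1.40, adjusted p = 0.0312), Chad (5.35 ± 1.40, 0.041), Cilp2 (4.00 ± 1.03, 0.0364) and Kera (3.57 ± 0.97, 0.0492), none of which passed without Mtm1-/y 2-week replicate 3 or 4 (0.0735 to 0.114). The mean log2 CPM of 14 cartilage and bone markers was 1.83 and 1.78 in those libraries and at most 1.09 in the other libraries of 2 weeks. The effect was also higher at 7 weeks for Myl3 (4.22 ± 0.86, adjusted p = 0.0102), Ighm (2.42 ± 0.50, 0.0102), the progenitor and vessel marker Cd34 (1.06 ± 0.23, 0.0144) and Rgs5 (1.16 ± 0.26, 0.0168), and lower for Ctxn3 (−2.71 ± 0.50, 0.00609). No gene was called in a fit of the compared groups alone, where Myl3, Ighm and Ctxn3 had an adjusted p of 0.0875. Sln had −2.26 ± 0.53 (0.0227), a call lost without Mtm1-/yDnm2+/- 2-week replicate 1 or 2 (0.0555 and 0.0574) or 7-week replicate 2 (0.071). Tendon markers had a higher effect in 3 of 10, or 9 adjusted over the list alone (median 3.32), and smooth muscle and pericyte markers in 3 of 12, or 7 (both 0.222 with an estimated correlation). The count was 240, 178 higher and 62 lower, against 476 by DESeq2, 144 without a filter and 518 with the GC correction. Without Mtm1-/y 2-week replicate 2, 3, 4 or 5 it was 589, 108, 104 or 377, without Mtm1-/yDnm2+/- 2-week replicates 1 to 4 it was 123, 113, 117 or 145, without Mtm1-/y 7-week replicate 3 or 4 it was 122 or 132, and without Mtm1-/yDnm2+/- 7-week replicate 2 it was 100.

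Genes called in Mtm1-/y against WT were compared across ages and genotypes. At 2 and 7 weeks, in comparisons with no library in common, 241 genes were higher at both ages (21.8 if independent), 118 were lower at both (11.5) and 5 went opposite ways, with r = 0.580 over 15580 genes, which are not independent replicates. Mtm1-/y and Mtm1-/yDnm2+/- against the same WT libraries shared 84 higher and 6 lower genes at 2 weeks (3.20 and 0.135 if independent) and 131 and 11 at 7 weeks (6.38 and 0.377). Simulated sets with the shared control and no effect had a mean overlap of 0. With no effect next to no gene can be called, so that value is no test of the overlap. The simulated libraries also lacked the GC trends of the real ones, so their correlations may be too low a baseline. The correlation across genes was 0.695 at 2 weeks and 0.727 at 7 weeks, against 0.527 and 0.473 in those simulations. The covariances were 0.202 and 0.355 against 0.0535 and 0.0637. With the controls split between the comparisons the correlations were 0.491 (0.306 to 0.505) and 0.549 (0.285 to 0.666) and the shared genes 14.5 and 57.5 (medians over splits, with the range). At 7 weeks 100 genes higher in Mtm1-/y than in WT were lower in Mtm1-/yDnm2+/- than in Mtm1-/y, and 111 lower genes were higher (5.04 and 4.36 if independent). That correlation was −0.695, against −0.467 in simulation and −0.515 (−0.630 to −0.347) with split Mtm1-/y libraries, at a covariance of −0.324 against −0.0628. With the Mtm1-/y libraries split the genes that went opposite ways numbered 52.5 (median over splits). At 2 weeks the correlation was −0.684, against −0.445 in simulation and −0.448 with split libraries, which ranged from −0.536 to 0.157 and so did not fix the sign, with no gene called in both comparisons by edgeR.

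E18.5 samples differed in the tissues beside muscle. The mean log2 CPM of 16 adipocyte markers was between 5.50 and 7.23 in 8 of the 15 libraries and between 2.55 and 3.64 in the others, and each genotype but Dnm2+/- had libraries of both kinds. The 12 skin markers averaged 5.97, 5.35 and 5.73 in Mtm1-/yDnm2+/- replicates 2 and 5 and Dnm2+/- replicate 1, and at most 2.10 in the other libraries. The slope of log2 CPM over GC content averaged 0.321 ± 0.0504 (SD, n = 5) in Mtm1-/yDnm2+/- and −0.428 ± 0.4001 (n = 4) in WT libraries at E18.5 (two-sided exact permutation p = 0.00794, the smallest possible, adjusted p = 0.0873 over 11 comparisons). Against Mtm1-/y at E18.5, with −0.0641 ± 0.324 (n = 4), the exact p was 0.0317 (adjusted p = 0.175). Within groups the slopes spanned 1.31 in WT and 0.644 in Mtm1-/y at 7 weeks, and 0.133 in WT and 1.26 in Mtm1-/y at 2 weeks.

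**Figure D4:**
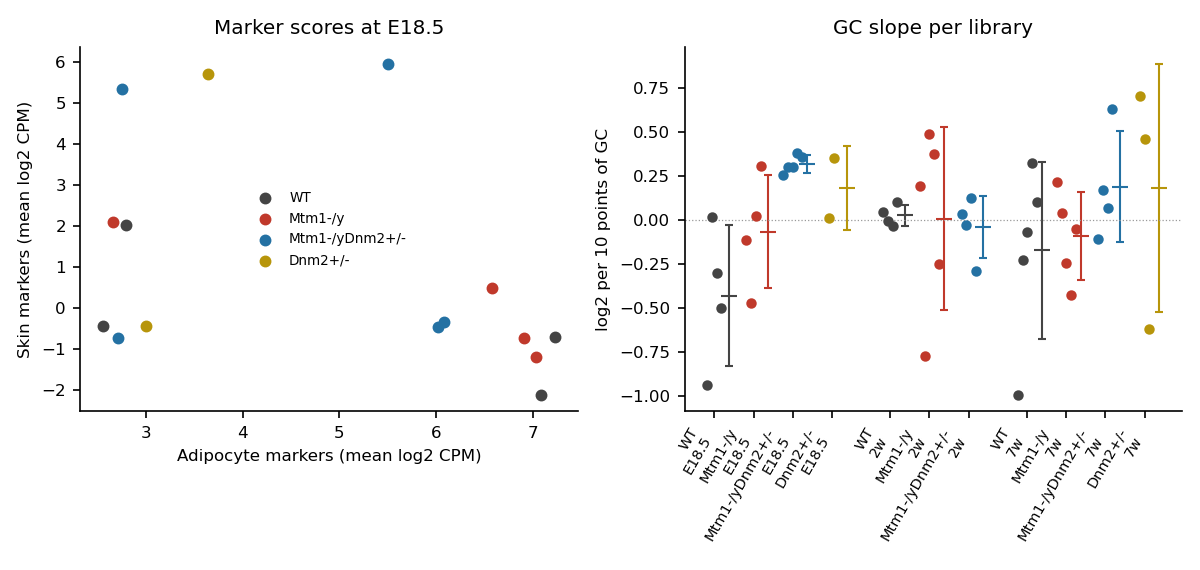
Left, mean log2 CPM of adipocyte markers against that of skin markers in each E18.5 library. Right, slope of log2 CPM over GC content in each library of all groups, with group means and SD, from −0.990 in a WT library of 7 weeks to 0.707 in a Dnm2+/- library of 7 weeks.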

Values the study reported

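The study reports differentially expressed genes at an adjusted p under 0.05 and an absolute log2 fold change above 1 between Mtm1-/y and WT mice. It counts 1213 such genes in gastrocnemius, 302 in diaphragm, 68 in heart and 12 in liver, and between 302 and 1722 in the skeletal muscles, which include the tibialis anterior. It finds 132 genes altered in all 3 skeletal muscles, of which 25 were also altered in muscles of dogs with the disease.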

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

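The skin test within Mtm1-/yDnm2+/- libraries, the test of disease severity against GC slopes, the GC correction alone and with the replicate block, the fits without libraries of extreme GC slope and the marker scores as covariates were chosen after the results were seen.

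Mtm1-/yDnm2+/- muscle at E18.5 had 1443 genes called against WT, 1264 of them higher, and the tables argue against skin tissue as the source of most of the 1264. Over these genes, replicates 2 and 5, rich in skin markers, exceeded the other 3 libraries by a median log2 of 0.0379, against 1.30 over WT. The bootstrap 95% interval of 0.0281 to 0.0474 was taken over genes and does not measure the spread between libraries. In 59 of the genes the difference was large against their own fold change. That test was chosen after the medians of the marker lists against WT were known, 4.03 for skin, 0.55 for cartilage and bone and −1.21 for adipocytes. GC content and transcript length remain a candidate explanation. With each library's trend removed 272 genes were called, 136 in each direction, which met the bound set for this explanation. In simulated data with the real GC trends added, this comparison gave 968 false calls uncorrected and 4 corrected. With the adipocyte and skin scores as covariates 1437 were called, 1255 of them the same genes. An effect of genotype before birth also stays open and was not tested apart from these.

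Between Mtm1-/yDnm2+/- and Mtm1-/y muscle 1 gene was called at 2 weeks and 232 at 7 weeks. A spread of GC trends among the 2-week libraries may hide calls: with the trends removed 125 genes were called at 2 weeks and 451 at 7 weeks, which lies between the bounds set for and against it. An effect of the Dnm2 allele that differs between the ages was tested with the index, which was 0.0673 ± 0.0832 (SE) higher at 2 than at 7 weeks, an interval of 2 SE up to 0.234 that decides neither way. The test of the difference itself called 240 genes, and 0 by edgeR in a fit of the compared groups alone, with 2329 at an unadjusted p below 0.05. Both explanations stay open.

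GC trends differed between libraries of one group. For severity of disease among Mtm1-/y animals the ages went opposite ways, with slopes that ranged over 1.31 in WT against 0.644 in Mtm1-/y at 7 weeks and 0.133 against 1.26 at 2 weeks, so it cannot explain the WT range at 7 weeks and stays open for Mtm1-/y at 2 weeks. Transcript GC content and length may account for part of the main axis of variation within groups, which kept 41.8% of its squares at 7 weeks, 52.6% at 2 weeks and 98.98% at E18.5 after the trend was removed. The 2-week value lay between the bounds set for and against this explanation, so it stays open too, and the labels name no batch. No biological explanation beyond severity was tested.

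Other values stood apart from their groups or differed between them. WT replicate 2 at E18.5 had a total count of 25.94 M, against 40.6 to 41.71 in the others. Mtm1-/y replicate 3 at E18.5 had an adipocyte marker score of 2.662, against 6.58 to 7.03. Dnm2 was at 20.1 CPM in WT replicate 1 at 7 weeks, against 47.5 to 58.0, in a library whose GC slope was −0.990. Mtm1-/y replicate 3 at 7 weeks had a total count of 52.98 M, against 35.03 to 39.62. These are 4 of 105 groups of values tested, where chance gives 5.25. The interaction of genotypes at 7 weeks called 1 gene, the effect of Mtm1 loss differed for 661 genes between E18.5 and 2 weeks and for 446 between 2 and 7 weeks, and the effect of Dnm2+/- in Mtm1-/y muscle for 240 between 2 and 7 weeks.

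The same libraries were also split into other groups of the same sizes, the real split counted once. Where 40 splits are given they were drawn from 126 (7056 for the interaction), and the 25 were drawn from 126 for WT between 2 and 7 weeks and from 8820 to 31752 for changes of an effect. Chance was unlikely, though not excluded, where only the real split was as large, and these shares were not adjusted over the comparisons. That held for Mtm1-/y against WT at 2 weeks (911 genes, highest other 656 of 40 splits) and 7 weeks (1322, highest other 0 of 40). At 2 weeks the real count was 543 without WT replicate 4 and 585 in a fit of the compared groups alone, both below 656. The same held for Mtm1-/yDnm2+/- against WT at E18.5 (1443, highest other 0 of 40) and 2 weeks (101, highest other 0 of 35), and against Mtm1-/y at 7 weeks (232, highest other 0 of 40). Splits cannot tell the genotype from a GC trend that differs between the same groups, as at E18.5. It also held for WT between E18.5 and 2 weeks (8607, highest other 1067 of 35) and 2 and 7 weeks (2738, highest other 1319 of 25). Only the real split was as large too for the change of the Dnm2+/- effect in the fit of all libraries (240, highest other 102 of 25). Yet that count was 100 without Mtm1-/yDnm2+/- 7-week replicate 2, and 0 by edgeR in a fit of the compared groups alone (2329 at an unadjusted p below 0.05). So chance stays open there. For Mtm1-/yDnm2+/- against WT at 7 weeks 1 split, the real one, was as large (144, highest other 22 of 40), but these libraries may pair by number. The 16 splits that part all 4 such pairs (highest other 0) are too few for a share under 0.05. The pairing is uncertain, since no label gives it and WT and Dnm2+/- libraries of different numbers correlated up to 0.682 at this age. The splits for changes of an effect exchanged genotype labels within each age. An effect equal at both ages could therefore also raise their counts, so they cannot test a change by itself. For the change of the Mtm1 effect from E18.5 to 2 weeks 2 of 25 splits were as large (661, highest other 3002). From 2 to 7 weeks 3 of 25 were as large (446, highest other 1789). Chance cannot be excluded for either change. The same goes for Mtm1-/yDnm2+/- against Mtm1-/y at 2 weeks (1, 3 of 40, highest other 155) and for the interaction at 7 weeks (1, 3 of 40, highest other 4081). With no gene called in the real split, all 35 splits were as large for Mtm1-/y against WT at E18.5 (highest other 1038), all 40 for Mtm1-/yDnm2+/- against Mtm1-/y at E18.5 (highest other 0) and all 56 for Dnm2+/- against WT at 7 weeks (highest other 3027). Where the real split called no gene, the splits that called 1038 and 3027 point to a structure among the samples that the genotypes do not give. For changes of an effect the genotype itself could also give large counts. Which labels the large splits exchanged was not examined.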

How the results depend on the processing

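The GC correction, alone or with the replicate block, the block by description numbers, the index over pairs, the fits without libraries of extreme GC slope and the marker scores as covariates were chosen after seeing the data. Of the values for comparisons and lists under all alternatives, 294 stayed within 1.5 times the reported count or on the same side of the test, 103 moved and 5 no longer passed, and of those for named genes and single lists 13324 kept their side of the test, 2110 no longer passed, 15 newly passed and 3 reversed. Unless stated, the cause was not tested.

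With DESeq2 the counts were 1 for Mtm1-/y against WT at E18.5, 227 and 312 for Mtm1-/yDnm2+/- against WT at 2 and 7 weeks, 2, 233 and 461 for Mtm1-/yDnm2+/- against Mtm1-/y at E18.5, 2 and 7 weeks, 3 for Dnm2+/- against WT at E18.5, 44 for the interaction at 7 weeks, 674 for the change of the Mtm1 effect from 2 to 7 weeks and 476 for that of the Dnm2+/- effect. With no count filter they were 16 for Mtm1-/yDnm2+/- against Mtm1-/y at 2 weeks, 2 for the interaction at 7 weeks and 144 for the change of the Dnm2+/- effect, where more genes were tested. In fits of the compared groups alone, with fewer libraries to estimate the spread, they were 585 for Mtm1-/y against WT at 2 weeks, 183 for Mtm1-/yDnm2+/- against WT at 2 weeks, 0 against Mtm1-/y at 2 weeks (2436 at an unadjusted p below 0.05), 167 for the change of the Mtm1 effect from 2 to 7 weeks and 0 for that of the Dnm2+/- effect (2329). In the fit of all ages they were 855 and 384 for Mtm1-/yDnm2+/- against WT at E18.5 and 7 weeks, 69 and 638 against Mtm1-/y at 2 and 7 weeks and 156 for the interaction at 7 weeks, and named genes passed 300 times in comparisons within an age, where 321 values kept their side of the test and 57 no longer passed.

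With the GC correction Mtm1-/yDnm2+/- against WT at E18.5 had 272 calls, Mtm1-/yDnm2+/- against Mtm1-/y 125 at 2 weeks and 451 at 7 weeks, the interaction at 7 weeks 13, and the changes of the Mtm1 effect from 2 to 7 weeks and of the Dnm2+/- effect 731 and 518. It reversed 3 genes: Arrdc2 (−0.332) and Notch3 (−0.020) in Mtm1-/yDnm2+/- against WT at E18.5 and Bin1 (−0.091) in WT from E18.5 to 2 weeks. Without the libraries of extreme GC slope edgeR gave 0 calls for Mtm1-/yDnm2+/- against WT at E18.5 (4453 at an unadjusted p below 0.05), 0 against Mtm1-/y at 2 weeks (3086), 0 for the interaction at 7 weeks (1330) and 217 for the change of the Mtm1 effect from E18.5 to 2 weeks. With 2 WT libraries left at E18.5 even Mtm1 did not pass (−1.78, adjusted p = 0.179), so the first of these speaks neither for nor against a GC trend. The 297 list calls fell to 14 with an estimated correlation, and 291 stayed called in the same direction with RLE factors, 284 with the stricter filter, 283 in fits of the compared groups alone and 233 with the GC correction. The marker scores as covariates kept 57 of 80 list calls at E18.5.

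Apart from WT and Mtm1-/yDnm2+/- at 7 weeks, no groups had every pair of the same replicate number correlated over 0.1, with the numbers of the titles: over all groups pairs of the same number had a median residual correlation of −0.000933 at E18.5, −0.00500 at 2 weeks and 0.0260 at 7 weeks. With the number as a replicate block, Mtm1-/yDnm2+/- against WT had 0 calls by edgeR at E18.5 (7462 at an unadjusted p below 0.05), 67 at 2 weeks and 86 at 7 weeks (146 with the GC correction in the same fit), against Mtm1-/y 0 at 2 weeks (3493), and the interaction at 7 weeks 0 (1734), and 268 of 297 list calls held. The descriptions number 5 libraries at E18.5 and 2 at 2 weeks differently, and with those numbers no groups of these ages had every pair correlated over 0.1 either. The block by description numbers gave Mtm1-/yDnm2+/- against WT 1092 calls at E18.5 and 55 at 2 weeks, against Mtm1-/y 17 at 2 weeks, and 1 each for Mtm1-/y and Dnm2+/- against WT and the interaction at E18.5, so the block counts at these ages depend on which number is used. For the index at 7 weeks (0.4873) an exact sign-flip test over the 4 pairs, with a difference above 0 in each, cannot give a p below 0.125, so it decides nothing and is counted above among the 5 by its p alone.

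Leaving out each library in turn, Mtm1-/y against WT ranged from 0 to 0 calls at E18.5, 543 to 1141 at 2 weeks and 1081 to 1355 at 7 weeks. Mtm1-/yDnm2+/- against WT ranged from 774 to 2554, 41 to 84 and 75 to 171, and against Mtm1-/y from 0 to 0, 0 to 216 and 25 to 335. Dnm2+/- against WT ranged from 0 to 1617 at E18.5 and 0 to 1122 at 7 weeks, and the interaction from 0 to 0 and 0 to 54. The WT changes with age ranged from 7915 to 8820 and 2136 to 2898, those of the Mtm1 effect from 359 to 782 and 282 to 529, and that of the Dnm2+/- effect from 100 to 589. The index ranged from 0.522 to 0.590 at 2 weeks and 0.418 to 0.5263 at 7 weeks. Where a Dnm2+/- group at E18.5 was left with 1 library, that library was assumed to vary like the other groups. In simulated data of these depths 56% to 85% of 2.5-fold changes were found, but without the structure among the real libraries, and smaller changes were not simulated, so the counts of 0 do not exclude them.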

Other observations

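The tests here were chosen before the data were examined, while the lists and genes described were picked after their values were seen. In Mtm1-/y muscle at 7 weeks, genes of myostatin, activin and TGF-beta signalling changed on both sides of the pathway. The growth inhibitor Mstn fell with −1.88 ± 0.46 (n = 5 and 5), while Gdf11, a ligand close to it, rose by 1.64 ± 0.28, its binding protein Fst by 2.82 ± 0.27 and the inhibitor of differentiation Id2 by 2.03 ± 0.23, so that 4 of 26 members rose and 1 fell. In the autophagy and lysosome list 6 of 32 genes rose and none fell, among them the cathepsins Ctss (1.35 ± 0.32) and Ctsl (1.31 ± 0.23) and Gpnmb, a lysosomal gene of macrophages and muscle (1.98 ± 0.41). Inflammatory genes of the NF-kB pathway rose in 9 of 33 and fell in 3, with Nfkb2 up by 2.28 ± 0.33 and osteopontin (Spp1) by 2.19 ± 0.40. The list calls had adjusted p of 0.0406, 0.00378 and 0.0425 with the preset correlation, and 0.252, 0.359 and 0.485 with an estimated correlation. The FoxO target Depp1 rose by 2.36 ± 0.51 and the metallothionein Mt1 by 2.72 ± 0.67.

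The imprinted RNAs Meg3 and Rian, which are transcribed from one locus, had 3168 ± 2216 and 1426 ± 435 CPM in Mtm1-/y muscle at 2 weeks against 641 ± 186 and 530 ± 144 in WT. At 7 weeks Meg3 had 45.0 ± 21.8 CPM in Mtm1-/y and 83.1 ± 24 in WT, and Rian 35.8 ± 11.5 and 116 ± 69.3. The effect of Mtm1 loss fell between those ages by a log2 of −3.23 ± 0.52 for Meg3 (edgeR adjusted p = 0.00017) and −3.18 ± 0.49 for Rian (9.82e-05). They are 2 of the 446 changes. Other splits of the libraries called as many genes, but those splits cannot test a change by itself. At 2 weeks the nerve growth factor receptor Ngfr rose in Mtm1-/y muscle by 1.63 ± 0.26 and the myotubularin relative Mtmr10 fell with −0.73 ± 0.15, 1 of 3 genes of phosphoinositide metabolism that fell among 38, with none rising.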
